A study of Mus musculus with 12 samples (transcriptomic, total RNA). Its data were reported in "Oscillating primary transcripts harbor miRNAs with circadian functions" (2016).

How the data were processed

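Liver RNA of 12 mice was sequenced, 3 wild-type (WT) and 3 liver-specific Bmal1 knockout (KO) mice at circadian time 0 h (CT0) and the same numbers at 12 h (CT12). The paper describes the WT mice as homozygous for a floxed Bmal1 gene. Its KO mice came from crossing that line to mice with a liver-specific CRE recombinase. No CRE is stated for the WT mice, so effects of the recombinase itself cannot be told apart from those of losing Bmal1. BMAL1, encoded by Arntl, is the transcription factor that pairs with CLOCK to drive the mammalian circadian clock. The mice were 8 weeks old and were kept in darkness for the last days before the livers were taken, so circadian time is counted from when the lights would have come on. Total RNA was made into libraries with a TruSeq RNA kit. Groups and replicate numbers were taken from the sample titles.

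The authors deposited 1 table per sample with RPKM values (reads scaled to the length of the transcript in kilobases and to the sequencing depth) for 46585 Ensembl transcripts, each with a gene symbol. RPKM values are not counts. In the material read, the aligner, counting program, genome build and annotation release behind the deposited values are not stated for these files. The paper refers to a supplementary text for its RNA-sequencing methods, and that text was not part of the material read. Replicates were not pooled. How reads that match several transcripts of a gene were counted is not stated either, so the rows of one gene may not be independent.

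The depth was recovered from the low values. RPKM multiplied by the transcript length in kilobases took whole multiples of 1 step in each sample, with 95.2% to 96.2% of the low values on such steps. Transcript lengths, GC content and positions came from GENCODE vM1 on the NCBIM37 build, which held 95.5% of the rows. The step gave 11460000 to 19020000 reads per sample. The method was tested on simulated data of known depth.

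For each of 22322 gene symbols the transcript row with the highest mean RPKM was kept. This row was often a short transcript, such as 204 bases for Insig2, 372 for Gm129, 396 for Dio1, 401 for Actb, 442 for Cyp2a5, 496 for Per1 and 918 for Por. Genes with a mean of at least 1 RPKM in at least 1 of the 4 groups were tested, which left 10799 genes. Values were analysed as log2(RPKM + 1), so fold changes are on that scale and understate the change of genes with low values. A model of the 4 group means was fitted to all 12 samples with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend in the prior variance). P-values were adjusted by the Benjamini-Hochberg method over the tested genes, and the threshold was 0.05. All adjusted p-values below come from limma. The genotype contrast was tried on simulated data in which 200 genes changed by 1 on the log2 scale, with noise independent between genes. It recovered 94% of them, and 3.1% of its calls were false. Smaller changes, the interaction and the simple differences between groups were not simulated, so the share recovered there is not known.

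The contrasts were the mean difference between genotypes, the mean difference between times, their interaction, and the 4 simple differences between groups. The change with time that remained in KO was expressed as the median, over genes with an adjusted p-value under 0.05 and a log2 fold change of at least 1 in size in WT, of the KO log2 fold change divided by the WT log2 fold change. Its error was a jackknife over the 12 fits that each left out 1 sample.

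Genes to be named were fixed by a rule before the tables arrived. The rule listed 14 clock genes, of which 1 is not reported here, 5 genes tied to miR-378 and the clock, and the reference genes Actb and Gapdh. It added the 5 largest rises and 5 largest falls between genotypes among genes with an adjusted p-value under 0.05 for which every KO sample lay on the same side of every WT sample at both times, and then the 5 largest interactions among genes with an adjusted p-value under 0.05 that were not yet named. Designs and most alternatives were also fixed then. The alternatives were a pseudocount of 0.1, no filter, a filter of 1 RPKM in every sample, quantile normalization, all transcript rows, an unmoderated model with unadjusted p-values, the replicate number as a block, a fold change limit, only the 6 samples compared, and leaving out each sample. Thinning of reads to 11460000 per sample and removal of GC and length trends (lowess, span 0.3) were chosen after seeing the data.

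To ask how often other groupings give as many genes, samples were regrouped and the model was refitted, with 100 groupings drawn at most (seed 42) and the real one included. For the interaction, the additive effects of genotype and time were subtracted first. Sequences were compared with blastn 2.17.0. Joining and plotting used Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. A test of the genes that host the rhythmic primary miRNA transcripts was not made, because too few of those hairpins are named in the annotation.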

Results

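The transcriptome of mouse liver was measured by RNA sequencing in 4 groups of 3 mice, WT and liver-specific Bmal1 KO at CT0 and CT12. The depth recovered from the values was 18270000 ± 1190000 reads (SD, n = 3) in WT at CT0, 14740000 ± 1360000 reads (SD, n = 3) in WT at CT12, 13530000 ± 1830000 reads (SD, n = 3) in KO at CT0 and 13770000 ± 600000 reads (SD, n = 3) in KO at CT12. One read on a transcript of 2 kilobases was worth between 0.0263 and 0.0436 RPKM. The correlation across transcripts between replicates of a group (Pearson's r of log2 values) lay between 0.9897 and 0.9947, where transcripts are not independent replicates. The SD of the log2 ratio between such replicates was 0.2847 to 0.3965, so no pair was near identical. The labels give no sequencing batch or date. The first principal component held 35.6% of the variance and the second 16.5%.

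The first question was how the liver transcriptome differs between KO and WT. Between genotypes, averaged over both times, 1238 of the 10799 tested genes (11.5%) had an adjusted p-value under 0.05. Of these, 803 were higher and 435 were lower in KO, and 149 changed by at least 1 on the log2 scale, the limit that lowered the count most. At CT0 alone, 201 genes differed, 110 higher and 91 lower, and an unmoderated model with unadjusted p-values gave 1495. At CT12 there were 1130 such genes, 753 higher and 377 lower, of which 270 changed by at least 1 on the log2 scale.

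The replicate numbers are shared by the 4 groups, and pairing by them is taken from the labels. Deviations from the group means of samples with the same number had a mean correlation of 0.008, against -0.004 for samples with different numbers (exact permutation p = 0.3426 over 216 relabelings), so the numbers did not measurably pair the samples. With the replicate number as a block the genotype contrast gave 1180 genes (1238 without it), the time contrast 1698 (1790) and the interaction 128 (161). The block gave 173 genes for KO against WT at CT0 (201 without it), 1075 at CT12 (1130), 1198 for CT12 against CT0 in WT (1252) and 225 in KO (262), with 133 shared (146). In the blocked fit with GC and length trends removed, the genotype contrast gave 1114 genes, the time contrast 1832 and the interaction 132.

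The second question was which genes differ between the 2 times and whether this depends on genotype. Across genotypes, 1790 genes differed between CT12 and CT0, 657 higher and 1133 lower at CT12, and a limit of 1 on the log2 fold change left 114. In WT the number was 1252, 401 higher and 851 lower, and the same limit left 209. In KO it was 262, 119 higher and 143 lower. The same direction in both genotypes was seen for 146 genes, and 3 genes passed the threshold in opposite directions. Unadjusted p-values raised the shared genes to 871. When only the 6 KO samples were fitted, 26 genes passed the threshold, against 262 in the main fit.

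Whether the time difference depends on genotype was tested by the interaction, which passed the threshold for 161 genes, 116 with a positive and 45 with a negative term. Without adjustment of the p-values it was 1323 genes. Leaving out 1 sample at a time gave 87 to 146 genes. Over the 209 genes that changed most with time in WT, the median KO change was 0.307 of the WT change (jackknife standard error 0.055). Choosing genes by their change in WT lowers this ratio by itself. For the 56 genes chosen in the same way in KO, the WT change was 0.809 of the KO change (jackknife standard error 0.305). Across the alternatives the ratio ran from 0.266 (without WT CT12 replicate 3) to 0.352 (pseudocount of 0.1).

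**Figure D1:**
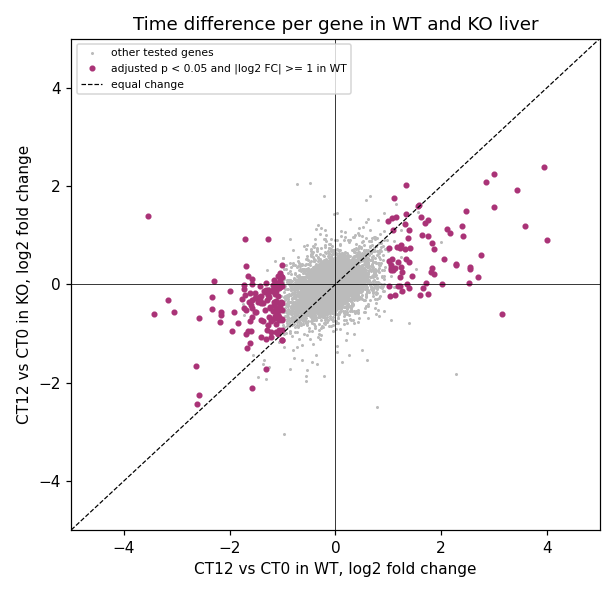
Each point is a gene, with its log2 fold change between CT12 and CT0 in WT on the horizontal axis and in KO on the vertical axis. Purple points are the 209 genes selected in WT, grey points the other tested genes, and most purple points lie nearer to the horizontal axis than the dashed line of equal change.

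Arntl itself (ENSMUSG00000055116, chromosome 7, 120350979 to 120457636 on the plus strand of NCBIM37) had 15.92 ± 0.37 RPKM (SD, n = 3) in WT at CT0 and 1.049 ± 0.32 RPKM (SD, n = 3) in WT at CT12. In KO it had 6.365 ± 0.944 RPKM (SD, n = 3) at CT0 and 3.989 ± 0.391 RPKM (SD, n = 3) at CT12. KO livers thus had less Arntl at CT0 (log2 fold change -1.21, standard error 0.13, adjusted p = 0.00058) and more at CT12 (1.29, standard error 0.13, adjusted p = 6.3e-05). The values are per whole transcript and do not show whether the floxed exon was present. The fall of Arntl from CT0 to CT12 in KO was -0.56 (adjusted p = 0.048), and without KO CT0 replicate 3 it was -0.45 (adjusted p = 0.15). This call was lost under most alternatives. The adjusted p was 0.084 without the filter, 0.055 with quantile normalization and 0.074 after thinning. A pseudocount of 0.1 moved the difference at CT12 most, to 1.87.

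Other activators of the clock rose in KO. Npas2 (chromosome 1, 39250576 to 39420079) was higher in KO by 0.84 at CT0 and by 2.13 at CT12 (adjusted p = 0.0036 and 1.2e-06), where WT had only 0.02099 ± 0.00722 RPKM (SD, n = 3), which rests on 2, 1 and 1 reads in the 3 samples. Clock did not differ detectably at CT0 (0.02, adjusted p = 0.97) and was higher in KO at CT12 (1, standard error 0.15, adjusted p = 0.00094). Rora did not differ detectably at CT12 (0.22, standard error 0.11, adjusted p = 0.24). The pseudocount mattered most for Npas2, whose difference at CT12 became 4.88 with a pseudocount of 0.1.

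Among the other clock genes, Cry1 (chromosome 10, 84594447 to 84647799) showed the same rise at both times. Its values were 4.849 ± 0.684 RPKM (SD, n = 3) in WT and 17.09 ± 0.554 RPKM (SD, n = 3) in KO at CT0, and 4.733 ± 0.284 RPKM (SD, n = 3) and 16.57 ± 0.96 RPKM (SD, n = 3) at CT12. Cry2 rose at CT0 by 0.64 (adjusted p = 0.042), but this call was lost under several alternatives. The adjusted p was 0.064 with the replicate block, 0.084 without the filter and 0.16 without WT CT0 replicate 2. Leaving out KO CT0 replicate 1, 2 or 3 gave 0.11, 0.057 and 0.14. The call held under others, such as quantile normalization (0.031). Per2 (chromosome 1, 93312561 to 93355907) increased from CT0 to CT12 by 2.29 in WT (adjusted p = 1.2e-05) and by 0.41 in KO (adjusted p = 0.23), and the interaction was -1.87 (adjusted p = 0.0037). Per3 was lower in KO at CT12 (-1.52, adjusted p = 0.00011). Per1 did not differ detectably at CT12 (-0.26, adjusted p = 0.66). Nr1d1 was lower in KO at CT0 (-1.52, adjusted p = 0.033). This call was lost without the filter (adjusted p = 0.08) and without WT CT12 replicate 1 (0.054). It was also lost without KO CT0 replicate 1 (0.11), 2 (0.074) or 3 (0.052). Nr1d2 was lower in KO at CT0 (-0.96, adjusted p = 0.047) and at CT12 (-1.95, adjusted p = 0.00013). Its difference at CT0 was not followed across the alternatives, and the WT values there were uneven (3.586, 3.214 and 6.828 RPKM). Nfil3 was lower in KO at CT0 (-0.66, adjusted p = 0.047), but this call was lost under most alternatives. The adjusted p was 0.091 without the filter, 0.071 with the replicate block, 0.054 with a pseudocount of 0.1 and 0.061 after thinning. Dbp (chromosome 7, 52960458 to 52965525) rose by 3.59 in WT and by 1.19 in KO (adjusted p = 0.042) between the 2 times. Without KO CT12 replicate 2 the rise in KO was 0.89 (adjusted p = 0.11). The call in KO was also lost without the filter (0.084) and without KO CT0 replicate 1 (0.092), 2 (0.062) or 3 (0.11). It held under others, such as the replicate block (0.02).

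**Figure D2:**
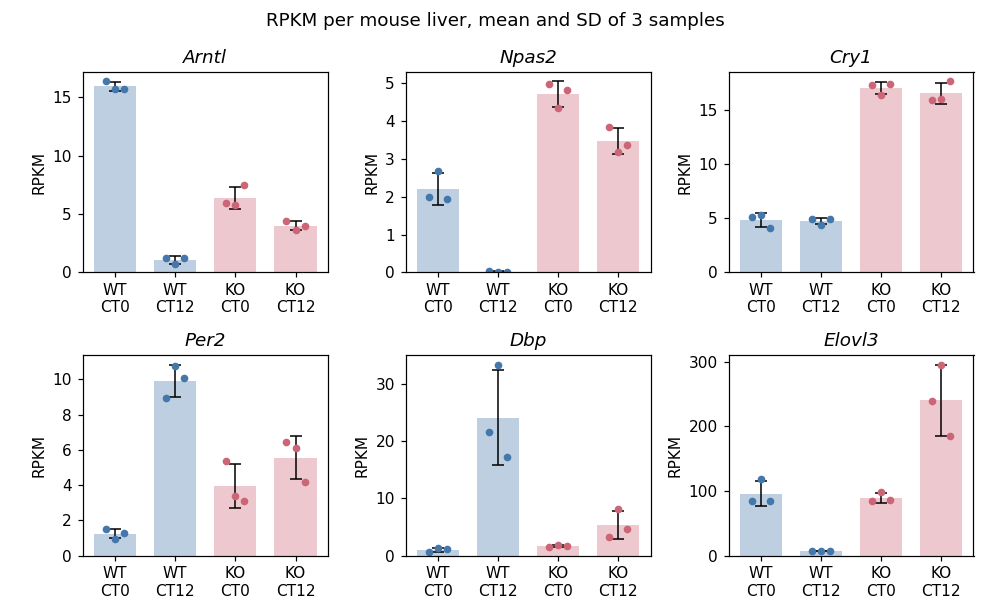
RPKM of 6 genes in the 4 groups (WT in blue, KO in red), with a point for each mouse, bars for the mean and error bars for the SD of 3 samples, on linear axes that start at 0. Cry1 stands at 17.09 and 16.57 RPKM in KO against 4.849 and 4.733 in WT, and Elovl3 falls to 7.211 RPKM only in WT at CT12.

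Of the genes tied to miR-378, Ppargc1b did not differ detectably between genotypes at CT12 (-0.38, standard error 0.2, adjusted p = 0.27). It had 1.556 ± 0.854 RPKM (SD, n = 3) in WT and 0.8975 ± 0.148 RPKM (SD, n = 3) in KO, so a fall is not ruled out. Por was lower in KO at CT12 (-1.85, standard error 0.21, adjusted p = 0.00013), and Cdkn1a was higher (2.97, standard error 0.33, adjusted p = 0.00013). Gadd45a was lower over both times (-0.74, standard error 0.17, adjusted p = 0.017). Cdkn1a at CT12 moved to 4.11 with the smaller pseudocount of 0.1, the largest shift among these genes. Bcl2 did not pass the filter, with 0.262 ± 0.0306 RPKM (SD, n = 3) in WT and 0.3059 ± 0.0286 RPKM (SD, n = 3) in KO at CT0, and 0.1831 ± 0.0178 RPKM (SD, n = 3) and 0.2454 ± 0.0542 RPKM (SD, n = 3) at CT12. Of the reference genes, Gapdh did not differ detectably between genotypes at CT12 (-0.43, adjusted p = 0.21), but without KO CT0 replicate 1 its adjusted p was 0.025. Actb was lower at CT12 than at CT0 in WT (-0.88, standard error 0.1, adjusted p = 0.00018) and in KO (-0.52, adjusted p = 0.023), where quantile normalization gave -0.44 (adjusted p = 0.068). Between genotypes at CT12 it differed by 0.35 (adjusted p = 0.041), and by 0.24 (adjusted p = 0.15) with GC and length trends removed.

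The 5 largest rises in KO were Gstm3, Cyp2c55, Lpl, Sult1e1 and Gstm2, with log2 fold changes of 3.34, 3.33, 3.21, 3.16 and 2.66 between genotypes. The adjusted p-values ran from 1.2e-06 for Cyp2c55 to 0.00063 for Sult1e1. Gstm3 (chromosome 3, 107745251 to 107772201) had 39.27 ± 4.9 RPKM (SD, n = 3) in WT and 388.9 ± 184 RPKM (SD, n = 3) in KO at CT0. The 5 largest falls were Cyp2a5, Cyp2a4, Dio1, Ces1d and Nat8, at -2.61, -2.51, -2.38, -2.34 and -2.29. Cyp2a5 (chromosome 7, 27620324 to 27628567) had 748.5 ± 128 RPKM (SD, n = 3) in WT and 49.04 ± 3.46 RPKM (SD, n = 3) in KO at CT12. Gstm2 and Gstm3, Cyp2a4 and Cyp2a5, and Ces1d belong to families of similar genes, and how the counting split reads among them is not known, so their values are uncertain. Among the rises Sult1e1 changed most with the processing (4.55 with a pseudocount of 0.1), and among the falls Nat8 (-3.95).

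The 5 largest interactions among the remaining genes were those of Elovl3, Gm129, Insig2, Tubb2a and Clpx. Elovl3 (chromosome 19, 46206387 to 46210184) fell from 95.66 ± 19.3 RPKM (SD, n = 3) at CT0 to 7.211 ± 0.0918 RPKM (SD, n = 3) at CT12 in WT, and rose from 89.18 ± 7.39 RPKM (SD, n = 3) to 239.9 ± 55 RPKM (SD, n = 3) in KO. The interaction was 4.93 (standard error 0.23, adjusted p = 7.5e-07). Gm129 rose with time in WT, and the other 4 genes fell in WT. Gm129, with few reads at CT0, had an interaction of -4.78 instead of -3.11 when the pseudocount was 0.1.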

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

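For 16 of the named genes the difference between KO and WT depended on the time of day, by the interaction term of the model (limma, Benjamini-Hochberg adjusted p under 0.05). No group has more than 3 samples, so no test for a single outlying sample was made. In 2 of the genes the difference passed the threshold in opposite directions at the 2 times in the main fit. Arntl had an interaction of 2.5, being lower in KO at CT0 and higher at CT12. Per2 had -1.87, higher in KO at CT0 (1.12) and lower at CT12 (-0.75). Its call at CT0 was lost without WT CT0 replicate 2 (adjusted p = 0.051). Its call at CT12 was lost without WT CT12 replicate 2 (adjusted p = 0.07) or 3 (0.067), or KO CT12 replicate 3 (0.08). For 6 genes the difference was within 0.5 of 0 at CT0 and large at CT12 in the upward direction. These were Clock (0.98), Cdkn1a (2.77), Elovl3 (4.93), Insig2 (2.85), Tubb2a (2.83) and Clpx (2.38). Por (-1.49), Dbp (-2.41) and Gm129 (-3.11) passed the threshold as lower in KO only at CT12. Per3 (-2.19) was lower at CT12, and at CT0 it was higher without passing the threshold (0.67, adjusted p = 0.066). This rise of Per3 passed under some alternatives and not under others. It passed with a pseudocount of 0.1 (1.48, adjusted p = 0.012) and with quantile normalization (0.72, adjusted p = 0.039). Npas2 (1.29) rose more at CT12. Cyp2a5 (-2.56) and Cyp2a4 (-2.5) fell more at CT12, and Dio1 (1.14) fell more at CT0. The last 3 genes, with Elovl3, Gm129, Insig2, Tubb2a and Clpx, were picked by the size of their effect in the same data, so their effects are likely overstated. The interaction of 13 of the genes stayed past the threshold under every alternative run for them, from 19 (Gm129) to 22 alternatives per gene. That of Clock was lost under 16 of its 22 alternatives (0.91, adjusted p = 0.07 with quantile normalization), that of Por under 11 of 22 and that of Dio1 under 8 of 22, so these 3 are fragile.

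Technical explanations were weighed for these interactions. With a pseudocount of 0.1, 16 of 16 stayed past the threshold. A smaller pseudocount enlarges changes at low values, so this check alone excludes nothing for genes with low values in a group. Values before the pseudocount argue against it for Npas2 and Gm129. Reads on Npas2 in WT were 159, 216 and 139 at CT0 and 2, 1 and 1 at CT12. In KO they were 315, 262 and 234 at CT0 and 235, 179 and 195 at CT12. Mean Gm129 rose from 0.1004 to 16.98 RPKM in WT and from 0.3423 to 1.799 in KO, with few reads at CT0. For other genes with low values an effect of the pseudocount is not excluded. After reads were thinned to one depth, 15 of 16 passed, and after GC and length trends were removed, 14 of the 15 with a GC value did. The pseudocount prediction was written after related results were seen, and the other 2 checks had no written prediction. Reads shared between paralogs were not tested for Cyp2a4, Cyp2a5 and Tubb2a, so for those genes the pattern cannot be told apart from that explanation. A dependence of the flagged genes on BMAL1 that differs with the time of day remains a hypothesis.

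The number of interaction genes was compared with other groupings. Of 100 splits of the 12 samples into 4 groups of 3, 1 gave as many interaction genes, the real one, with 160 in this form of the test, and the largest other split gave 6.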

How the results depend on the processing

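The ratio of the KO to the WT time change (0.307) ran from 0.266 to 0.352 under its alternatives, within its error. The alternatives were fixed before the files arrived, except thinning, the GC and length trends, and these trends with the block, which were chosen after seeing the data. All counts stayed within 1.5 times the main count under a pseudocount of 0.1, quantile normalization and the replicate block, and under the 3 later alternatives. The filter mattered where few genes passed. Without it, KO against WT at CT0 gave 114 genes, CT12 against CT0 in KO 161 and the shared genes 87. With 1 RPKM in every sample, KO against WT at CT0 gave 117.

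With all transcript rows, a gene was counted once for each of its tested rows. Of the 22322 gene symbols, 9876 had more than 1 row. This alternative gave 2927 rows for genotype, 4649 for time and 426 for interaction. For KO against WT it gave 457 at CT0 and 2807 at CT12, for time 3298 in WT and 741 in KO, and 427 shared. Unadjusted p-values without moderation gave 2620, 3329, 1323, 1495, 2618, 2771, 2052 and 871 in that order, since they do not correct for the number of genes. A log2 fold change of at least 1 left 149, 114, 89, 68, 270, 209, 56 and 31. With only the 6 samples compared, which leaves fewer degrees of freedom, KO against WT at CT0 gave 107 genes and CT12 against CT0 in KO 26. The other contrasts changed less with the same loss. KO against WT at CT12 gave 904 genes (1130 in the main fit) and CT12 against CT0 in WT 1182 (1252).

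Across the 12 fits that each left out 1 sample, the interaction ranged from 87 to 146 genes, KO against WT at CT0 from 76 to 208 and at CT12 from 728 to 1279, time in WT from 660 to 1394 and in KO from 65 to 260, and the shared genes from 44 to 127. Of the genotype genes 65.5% passed in every such fit, and of the time genes 59.7%. The share was 49.9% for KO against WT at CT12, 44.7% for the interaction and 40.2% for time in WT. It was 30.8% for KO against WT at CT0 and 16.8% for time in KO, and no call changed sign. The counts for KO against WT at CT0 and for time in KO therefore rest on few samples. Those for the interaction and for time in WT also depend on single samples.

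Among the 1677 rows for named genes, 110 were weaker, 7 stronger and 5 reversed. The reversed ones were differences at CT0 near 0. Across the fits that each left out 1 sample they ran from -0.01 to 0.06 for Clock, -0.22 to 0.43 for Cdkn1a and -0.21 to 0.37 for Tubb2a (lowest without KO CT0 replicate 1), and from -0.16 to 0.07 for Elovl3 (highest without WT CT0 replicate 2). Without WT CT0 replicate 3 Tubb2a had -0.06. At the depth of the shallowest sample, 11460000 reads, genes near 1 RPKM on short transcripts rest on few reads.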

Other observations

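Other splits of the samples were used to ask how often a count as large arises without the real grouping, with predictions written before the counts were seen. For genotype, 1 of 100 splits of genotype within each time gave as many genes, the real one, and the largest other split gave 421. For time, 1 of 100 splits did, with 311 in the largest other. For the shared genes, 1 of 100 did. For the simple contrasts, 1 of the 10 splits of the 6 samples gave as many genes for KO against WT at CT0, 1 of 10 at CT12, 1 of 10 for time in WT and 1 of 10 for time in KO. With 10 splits the share is never under 0.1, so these 4 contrasts cannot be told apart from a grouping by accident in this way.

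The ratio of the time change did less well. Of 100 splits of genotype within each time, 8 gave a ratio as low, the real one included. Only 78 of them had enough genes to give a ratio, and the median of the others was 0.684. A ratio below 1 also arises from choosing genes by their change in 1 group. The size of the dampening in KO is therefore not established by this measure, while the interaction tests each gene directly.

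More genes were higher than lower in KO (803 against 435, a ratio of 1.85). A candidate explanation is that lower Alb frees reads for all other genes. With quantile normalization, the ratio of higher to lower genes was 1.1 (655 against 594). The prediction, written after the totals were seen, was that a ratio of 1 or below would show this cause, which was not met. Quantile normalization gives all samples the same distribution. It pulls the counts towards balance whatever the cause, so this test cannot decide the question. Alb held 2.88% to 3.8% of the summed RPKM in WT samples and 1.49% to 2.2% in KO samples. Reads freed by Alb could thus raise other genes only slightly. With quantile normalization the number of genotype genes itself changed little. Of the genes past the threshold, 89.8% remained after reads were thinned to one depth and 85.2% after GC and length trends were removed. The prediction, written after related fits were seen, was that most would be lost if depth or these trends were the cause. RPKM is already scaled to depth, so thinning could hardly shift fold changes, and its result does not exclude depth. For the trends, the result argues against them as the cause of most of these calls.

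Alb (chromosome 5, 90889915 to 90905629) was lower in 6 of 6 KO samples than in any WT sample, from 14012 to 21242 RPKM against 26609 to 37868 in WT. The ratio was 0.504 (95% confidence interval 0.438 to 0.58, adjusted p = 3.6e-05 by limma). After scaling by the median ratio it was 0.485, so library composition does not account for it. The other 20 highest genes had a median ratio of 1.031, so most abundant liver transcripts did not fall, but their ratios ran from 0.475 to 1.404, and at least 1 of them fell as far as Alb. A ratio of 0.5, as would follow if 1 of 2 copies were silent, lies in the interval, and a recombinase inserted in the Alb gene could give it. The promoter of the recombinase is not named in the material read, these predictions were made after the values were seen, a fall this large was not confined to Alb, and other causes were not tested, so this is only a hypothesis.

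KO CT0 replicate 1 differed from the other 2 samples of its group, with 105 genes higher by at least 1 on the log2 scale. Fasn had 536.1 RPKM there against 89.02 and 100. Over a first list of 10 lipid synthesis genes, chosen after their values were seen, the median log2 difference was 2.3. A second list, written before its values were seen, had 13 of 14 tested genes highest in this sample, with a median difference of 0.64. After thinning and removal of GC and length trends the first list still differed by 2.26 (prediction written afterwards). Thinning could hardly shift this difference, because RPKM is already scaled to depth, so thinning does not exclude depth. However, this sample had the most reads of its group (14900000, against 11460000 in the shallowest), which argues against lower depth as the cause. For GC content, the result argues only against a trend shared by all genes, the kind that was removed. Of 8 fasting genes, 1 was lowest in this sample, so a fed state may not be the whole account. Without this sample, CT12 against CT0 in KO gave 160 genes in place of 262. The prediction, made afterwards, was a rise if this sample had hidden time differences, but leaving out any sample also lowers the power. Feeding or circadian phase at death could differ in this mouse, and no label tests that.

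Arntl left in KO could come from cells without recombination. Such cells would keep the WT time course, but the CT12 to CT0 ratio was 0.627 in KO and 0.066 in WT, 9.5 times as high. The prediction was written after the values were seen. The remaining transcript may lack the floxed exon, which values per transcript do not show.

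Actb, a common qPCR reference, fell from CT0 to CT12. With quantile normalization the change in WT was -0.98, so composition is an unlikely cause in WT (prediction written after the main values were seen). In KO it was -0.44 in place of -0.52 and missed the threshold (adjusted p = 0.068), so there the check does not decide. Shared reads would have made Actg1, the gene most alike, fall too, a prediction written before its value was seen. Actg1 changed by -0.22 in WT and -0.32 in KO (standard error 0.19 for both), and neither passed the threshold. Both changes point down and the error is large, so a fall is not ruled out and shared reads are not excluded. The Actb row is a transcript of 401 bases, and reads from Actb pseudogenes were not tested.

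Klhdc1, Lrr1 and Klhdc2 lie near each other on chromosome 12 (70269801 to 70411674). Klhdc1 had 114 RPKM in KO CT0 replicate 3, 69.4 in KO CT12 replicate 2 and 107 in KO CT12 replicate 3, and at most 1.34 in any other sample. Lrr1 had 61, 37.2 and 57.3 RPKM in the same order, and Klhdc2 172, 114 and 166. Shared reads were tested by sequence, and the longest stretch shared between these transcripts was 19 bases. A swapped sample was tested with Cry1 and Npas2, and 0 KO samples had both in the WT range. Both predictions came after the values were seen. No biological explanation was tested. Moxd1 on chromosome 10 had 7.42 RPKM in KO CT0 replicate 3, 32 in KO CT12 replicate 1 and 4.35 in KO CT12 replicate 2, and at most 0.0724 elsewhere.

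Lars2 ranged from 5.7 to 1360 RPKM and Camk1d from 52.9 to 3990, within groups as well as between them. The ratio of Camk1d to Lars2 in single samples lay between 2.93 (WT CT12 replicate 1) and 3.69 (WT CT12 replicate 3), except in the samples with the lowest Lars2. There it was 7.73 (KO CT0 replicate 1), 8.85 (WT CT0 replicate 3) and 9.28 (KO CT12 replicate 2). A sequence repeated in the genome was tested as the source, a prediction made afterwards. Lars2 had 11 matches elsewhere and Camk1d 0, so a shared repeat of this kind was not found. Only matches of at least 100 bases at 90% identity or more in the NCBIM37 build were counted. Shorter shared stretches, or sequence missing from that build, could not be found, and the cause remains open.

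Ddx3y (16 to 30.1 RPKM) and Eif2s3y (27 to 34 RPKM), genes of the Y chromosome, were expressed in all 12 samples.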
